A study of Mus musculus with 30 samples.

How the data were processed

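The series held 30 mouse samples, each the only sample of its group. Peak lists for 8 ChIP-seq samples were analysed, and the other 22 samples (nucleosome, accessibility, methylation and further ChIP-seq libraries) were not analysed here. Lists of regions bound by the chromatin remodeller Snf2h came from wild-type CH12 cells and from mutant CH12 cells, and 6 lists of cohesin regions came from NIH3T3 cells. The cohesin lists were made with antibodies against SMC1, RAD21 and SMC3, each in cells carrying an empty vector and in cells expressing BORIS. Groups were taken from the sample labels, and no list was split or regrouped by its own values.

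The lists had the 10 columns of the narrowPeak layout and no header line. The peak caller, its version, the control, the aligner, the filters and the genome build were not stated in the labels used here, and the column layout was that of MACS. The authors deposited for every region a score, which equalled 10 times the −log10 q cut to a whole number in all but 3 regions of the empty-vector SMC1 list and 5 regions of the BORIS SMC3 list. The deposited fold was the ratio of the pileup at the summit (the position of highest read density) to a local background, per the column layout. The deposited −log10 p and −log10 q values were those of the summit, and the lowest −log10 q of any list was 1.30, the value for a q of 0.05. The names of the regions in both Snf2h files carried a replicate tag that can be read as pooled replicates, which the labels did not state. Each list was therefore treated as 1 sample, and replicates within a list could not be compared. Scores, folds and −log10 values are the authors' own and were used to describe, rank or filter regions within their own list.

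Coordinates were printed as the lists give them, counted from 1. On chromosome 1 they reached 197182423, past the last gene end of GRCm38 on that chromosome (195291439), as coordinates of the older build NCBI37 (mm9) do. The build itself was not stated. The gene table at hand was of GRCm38, so no region was assigned to a gene, promoter, exon or intron, and no coordinate was converted. The planned shares of promoters and CTCF motifs in each class, the side of the motif on which summits lie, and a check of cohesin at 4 preset promoters were for this reason not run.

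Regions on chromosomes 1 to 19, X and Y were kept, which left out 2 mitochondrial regions of the wild-type Snf2h list and 3 of the mutant list. A Snf2h region counted as private to a line when it shared not even 1 bp with a region of the other line. The 6 cohesin lists were merged, joining regions that overlap or touch. A merged region counted as private to a line when it was called with all 3 antibodies there and with none in the other line, and as shared when it was called in all 6 lists. The overlap expected by chance was estimated by moving one list by 20 kb. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, and regions near each other are not independent. Where a count was 0, the limit given in place of an interval is the one-sided limit of 3 counts over the total. Ratios of counts carry 95% intervals from the same method. Each group had 1 sample, so no test between groups was made and no p-value is given. The regions named individually were the 3 of each private class with the highest percentile rank of −log10 p in their list (for cohesin, the lowest of the percentiles in the 3 lists), among those at most 3 kb wide with no region of the other line within 1 kb. The classes, this rule and the alternatives named in the next paragraph were fixed before the data were examined.

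The alternatives were a −log10 q of at least 10 in every list, equal numbers of regions in the lists compared (17304 for Snf2h and 82235 for cohesin, by rank of −log10 p), no region of the other line within 1 kb, an overlap of 50% of the shorter Snf2h region or cohesin summits clustered within 200 bp, and autosomes only. For Snf2h, private regions with a −log10 q of at least 10 were also set against the other list as deposited. For cohesin, private regions were also counted with at least 2 antibodies, and with each antibody left out in turn.

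The fold and the −log10 p of a summit together fix its pileup and its background rate if the p-value is the tail of a Poisson distribution. Solving for both gave a whole-number pileup, within 0.001 in −log10 p, for 100% of the summits with a −log10 p under 300 in each of the 8 lists. By chance, at most 0.845% of summits would pass this check. The lowest background rate of a list is the genome-wide average of fragments over a position, and dividing it by the narrowest region of the list, taken as the fragment length, gave a stand-in for sequencing depth. To compare lists along the genome, regions of one class were ranked by −log10 p within each list, and the median difference in percentile between lists was taken per chromosome or per 10 Mb bin. Bins needed at least 50 shared and 10 private cohesin regions.

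The overlap steps were tested on simulated lists with known answers. All 200 private regions planted per line among 8000 simulated Snf2h regions were recovered, with 0 false calls. Among 20000 simulated cohesin regions, 200 were called private per line, the number planted. Whether these were the planted ones was not checked, and false calls were not counted. Simulated regions stood well apart and shared ones were moved little, so crowded regions and calls near the threshold were not tested. All 5000 simulated pileups were recovered. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.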

Results

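Snf2h is the ATPase of ISWI-type chromatin remodellers, which slide nucleosomes. Its binding was mapped by ChIP-seq in CH12, a mouse B lymphoma line, in wild-type cells and in mutant cells in which Cas9 editing removed zinc fingers 9 to 11 of both copies of the CTCF gene. CTCF is a DNA-binding protein with an array of zinc fingers. Cohesin, a ring complex that includes SMC1, RAD21 and SMC3, was mapped with 3 antibodies in NIH3T3, a mouse embryonic fibroblast line. These cells stably carried either an empty vector or a vector for BORIS (CTCFL), a relative of CTCF with a similar DNA-binding domain, and the BORIS cells were those of clone 2. Each of the 8 groups had 1 list, so none of the differences between lines has a replicate check.

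The wild-type Snf2h list held 17304 regions with a median width of 237 bp, and the mutant list held 23870 regions with a median width of 277 bp, 1.38 times as many. The regions covered 4.65 Mb in wild type and 7.49 Mb in the mutant. The median fold at the summit was 3.58 in wild type and 3.90 in the mutant. The cohesin lists were longer. In empty-vector cells they held 106420 regions for SMC1, 84433 for RAD21 and 100708 for SMC3. In BORIS cells they held 102207 regions for SMC1, 82235 for RAD21 and 107735 for SMC3. The number in BORIS cells relative to empty-vector cells was thus 0.960 for SMC1, 0.974 for RAD21 and 1.07 for SMC3. Median folds lay between 6.44 (SMC1 in BORIS cells) and 7.56 (RAD21 in empty-vector cells). The depth implied by the genome-wide background rate was 20.6 fragments per kb in the wild-type Snf2h library and 13.8 in the mutant library, a ratio of mutant to wild type of 0.670. Among the cohesin libraries it lay between 7.43 (RAD21 in BORIS cells) and 8.79 (SMC3 in empty-vector cells), and the ratio of BORIS to empty vector was 0.989 for SMC1, 0.957 for RAD21 and 0.938 for SMC3.

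The first comparison asked whether loss of CTCF zinc fingers 9 to 11 was accompanied by a change in where Snf2h was called. Of the wild-type regions, 61.2% (95% interval 60.5 to 61.9) overlapped a mutant region, and of the mutant regions 43.9% (43.2 to 44.5) overlapped a wild-type region. After a move of 20 kb these shares were 1.55% and 1.12%. This left 6717 regions in wild type only and 13401 in the mutant only, a ratio of 2.00 (1.94 to 2.05). With a −log10 q of at least 10 in both lists the counts were 590 and 2880, a ratio of 4.88 (4.47 to 5.34). With 17304 regions in each list 8098 and 8243 regions were private, counts that lists of equal length make nearly equal by construction.

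Private regions were mostly weak. Among the strongest 10% of wild-type regions, 98.1% (97.3 to 98.7) were also called in the mutant, against 33.3% (31.1 to 35.6) of the weakest 10%. In the other direction the shares were 95.8% (94.9 to 96.6) and 18.6% (17.1 to 20.2). The median percentile by −log10 p was 32.8 for wild-type-only regions and 63.5 for wild-type regions shared with the mutant. In the mutant list these percentiles were 36.5 and 71.6. Only 33 of the wild-type-only regions (0.491%) and 100 of the mutant-only regions (0.746%) belonged to the strongest 10% of their list. Across 10398 regions called in both lists, the order by −log10 p had a Spearman rho of 0.657, and these regions are not independent replicates. The median distance between the summits was 39 bp over the 10587 wild-type regions that overlapped a mutant region.

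**Figure D1:**
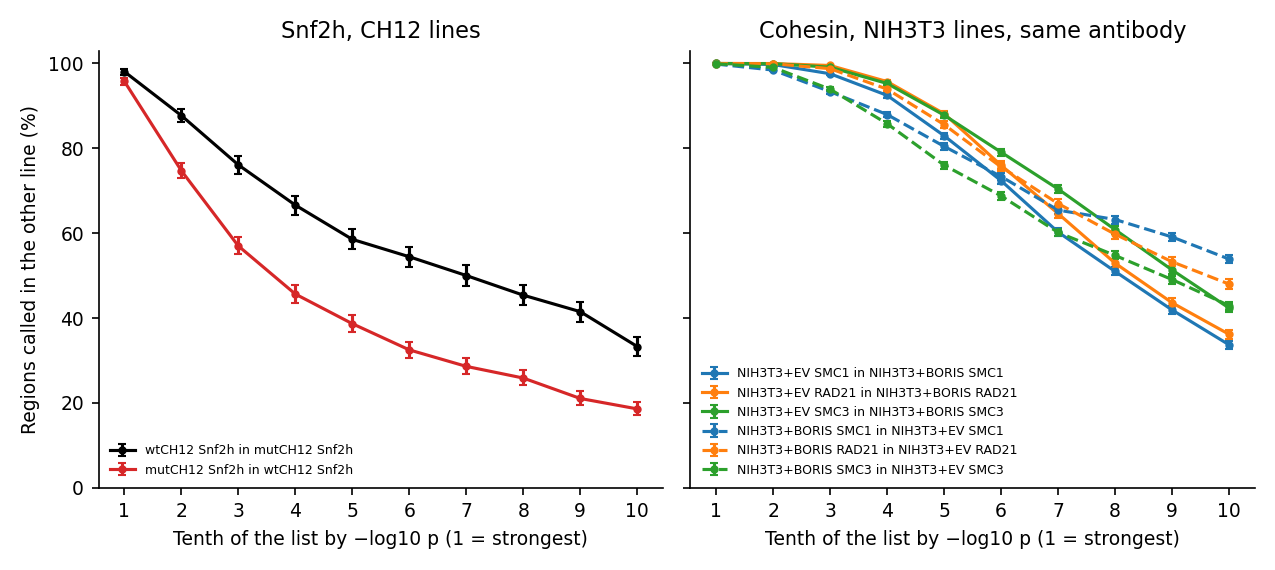
Percent of regions (vertical axis) that overlapped a region of the other line, for 10 classes of the list ordered by −log10 p (horizontal axis, 1 the strongest), for Snf2h in the CH12 lines (left) and for each cohesin antibody in the NIH3T3 lines (right, solid for empty-vector lists and dashed for BORIS lists), with exact 95% binomial intervals. The Snf2h shares fall from 98.1% to 33.3% in wild type and from 95.8% to 18.6% in the mutant.

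The 3 highest-ranked regions of each private class are given with their fold and the pileup recovered at the summit. In wild type only, these were chromosome 3 from 68847945 to 68848423 (fold 9.43, pileup 98), chromosome 12 from 113910060 to 113910362 (fold 7.19, pileup 63) and chromosome 17 from 60425400 to 60425673 (fold 7.91, pileup 54). In the mutant only, they were chromosome 6 from 65612182 to 65612574 (fold 10.8, pileup 68), chromosome 4 from 139950468 to 139950803 (fold 13.0, pileup 51) and chromosome 6 from 132413625 to 132413929 (fold 13.7, pileup 48). All coordinates are those of the lists, whose build was not stated and whose chromosome 1 positions run past the last GRCm38 gene end.

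The mutant list was longer on each of the 19 autosomes, by a factor of 1.18 (chromosome 16) to 1.68 (chromosome 15). On the X chromosome it was shorter, with 428 regions against 510 in wild type, a ratio of 0.839. There were 271 wild-type-only and 195 mutant-only regions on X, a ratio of 0.720 (0.595 to 0.868), whereas this ratio ranged from 1.42 (1.21 to 1.66, chromosome 16) to 3.04 (2.62 to 3.55, chromosome 15) on the autosomes. Regions called in both lists also ranked lower on X in the mutant, with a median shift of −18.5 percentile points over 232 regions. On the autosomes the median shifts lay between −2.52 and 2.61.

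**Figure D2:**
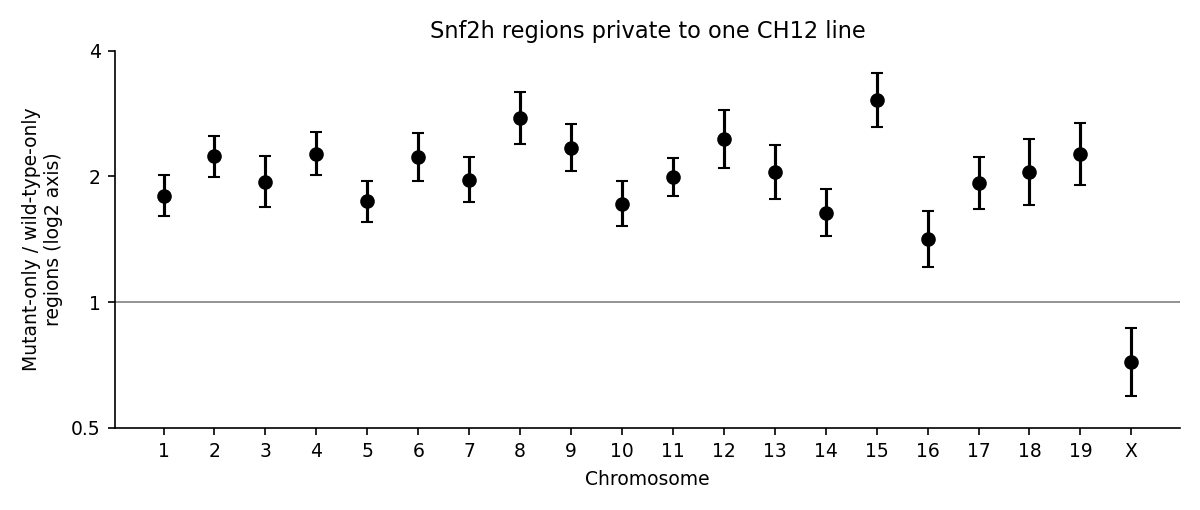
Ratio of mutant-only to wild-type-only Snf2h regions (vertical axis, log2 scale) on each chromosome (horizontal axis), with 95% intervals for counting error. The X chromosome is the only one below 1, at 0.720, and chromosome 15 has the highest ratio, 3.04.

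The second comparison asked whether cohesin was called at other places in cells with BORIS. The spread between antibodies in one line was taken as the scale for the difference between lines. A list overlapped another list from the same line at a median of 80.4% of its regions, with a range of 67.2 to 90.2% over 12 ordered pairs. The list of the same antibody in the other line was overlapped at a median of 76.6% (73.1 to 78.6% over 6 ordered pairs), which lies inside the range within lines. Moving regions by 20 kb gave at most 5.52%. With 82235 regions in every list, the medians were 81.0% (77.6 to 82.9) within lines and 76.6% (75.4 to 77.5) between lines with the same antibody, and these ranges did not overlap. Nearly all of the strongest regions were called in both lines. Of the strongest 10% of SMC1 regions in BORIS cells, 99.9% overlapped an SMC1 region of empty-vector cells, and all 10662 of the strongest 10% in empty-vector cells were called in BORIS cells.

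**Figure D3:**
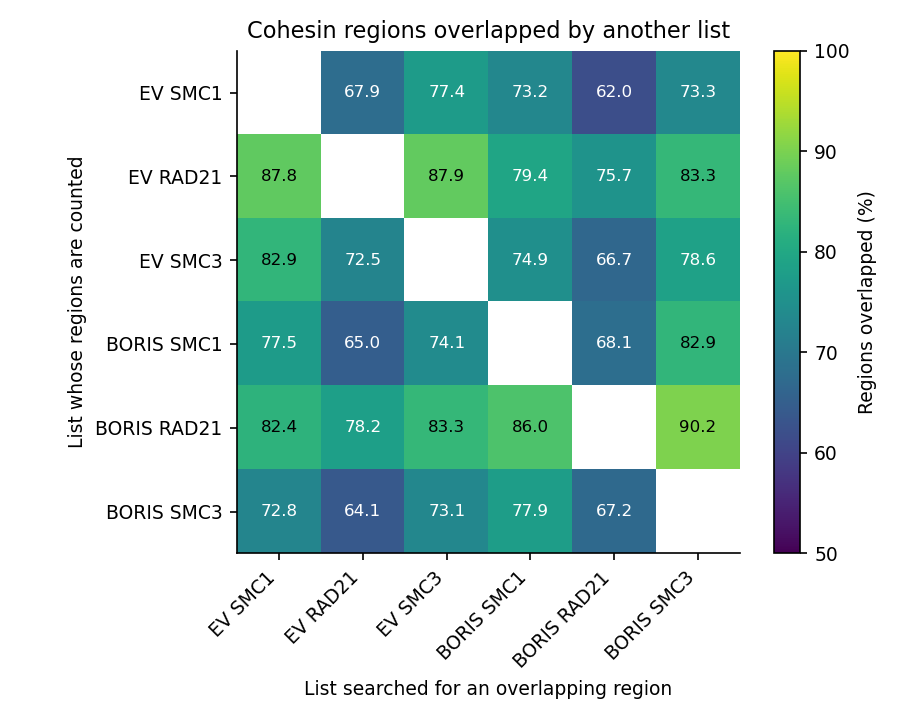
Percent of the regions of each cohesin list (vertical axis) that overlapped a region of each other list (horizontal axis, EV for empty vector), with colour from 50 to 100%. Shares within a line range from 67.2 to 90.2%, and those between lines with the same antibody from 73.1 to 78.6%.

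Merging the 6 lists gave 150750 regions, of which 51928 (34.4%) were called in all 6 and 38125 (25.3%) in 1 list only. There were 3635 BORIS-only and 2419 empty-vector-only regions, a ratio of 1.50 (1.43 to 1.58). The direction of this difference changed with the threshold, since with a −log10 q of at least 10 in every list the counts were 1591 and 1847 and the ratio was 0.861 (0.805 to 0.922). The ratio was also lower when any antibody was left out. It fell least without RAD21, to 1.41. It fell most without SMC3, where the counts were 6018 and 5702 and the ratio was 1.06 (1.02 to 1.09). With 82235 regions in every list, a setting that removes the rise in SMC3 regions, the ratio was 1.51. The private regions were mostly of low to middle rank with their weakest antibody. The lowest of their 3 percentiles had a median of 24.3 in BORIS-only and 16.4 in empty-vector-only regions, against 61.8 and 65.1 for shared regions in BORIS and empty-vector lists. None of the 3635 BORIS-only regions was among the strongest 10% in all 3 lists, which allows a share of up to 0.0825%, and none of the 2419 empty-vector-only regions was, which allows up to 0.124%.

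The highest-ranked BORIS-only regions were chromosome X from 4254466 to 4254957, chromosome 5 from 31103589 to 31103966 and chromosome 1 from 173445192 to 173445617. Their RAD21 folds were 14.3, 17.3 and 10.4, with RAD21 pileups of 77, 42 and 63. Their percentiles were 80.4, 96.8 and 96.5 with SMC1, and 83.4, 92.9 and 90.9 with SMC3. With these antibodies the regions on chromosomes 5 and 1 thus belonged to the strongest 10% of the list. With RAD21 the percentiles were 85.3, 79.4 and 79.3. The highest-ranked empty-vector-only regions were chromosome 14 from 25759442 to 25759695, chromosome 6 from 84528935 to 84529286 and chromosome 14 from 79701179 to 79701640. Their RAD21 folds were 15.7, 15.0 and 11.4, with RAD21 pileups of 39, 33 and 37. Over the 3 antibodies their percentiles ranged from 67.2 to 80.2. Shared regions on chromosome 14 as a whole ranked lower in the BORIS lists.

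Private cohesin regions were spread unevenly over the chromosomes. Chromosome 4 had 486 BORIS-only and 71 empty-vector-only regions, a ratio of 6.85, while chromosome 14 had 48 and 273, a ratio of 0.176. On 4 chromosomes (7, 8, 12 and 14) empty-vector-only regions were the more frequent. On these 2 chromosomes, regions called in all 6 lists moved in the same sense. On chromosome 14 they ranked lower in BORIS cells, with a median shift of −11.5 percentile points for SMC1, −8.12 for RAD21 and −9.59 for SMC3. On chromosome 4 they ranked higher, with median shifts of 4.90, 4.30 and 4.44. On chromosomes 6, 9, 18 and X the median shift was negative with each antibody although BORIS-only regions were the more frequent. Of these, only X had a ratio above the 1.50 of all chromosomes, with 90 BORIS-only and 48 empty-vector-only regions (ratio 1.88) and median shifts of −2.22, −1.21 and −1.84. Over 210 bins of 10 Mb, the balance of BORIS-only against empty-vector-only regions followed the rank shift of shared regions with a Spearman rho of 0.675 for SMC1, 0.715 for RAD21 and 0.708 for SMC3. The largest absolute rho against the rank shift between antibodies of one line, over 6 such pairs, was 0.388.

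**Figure D4:**
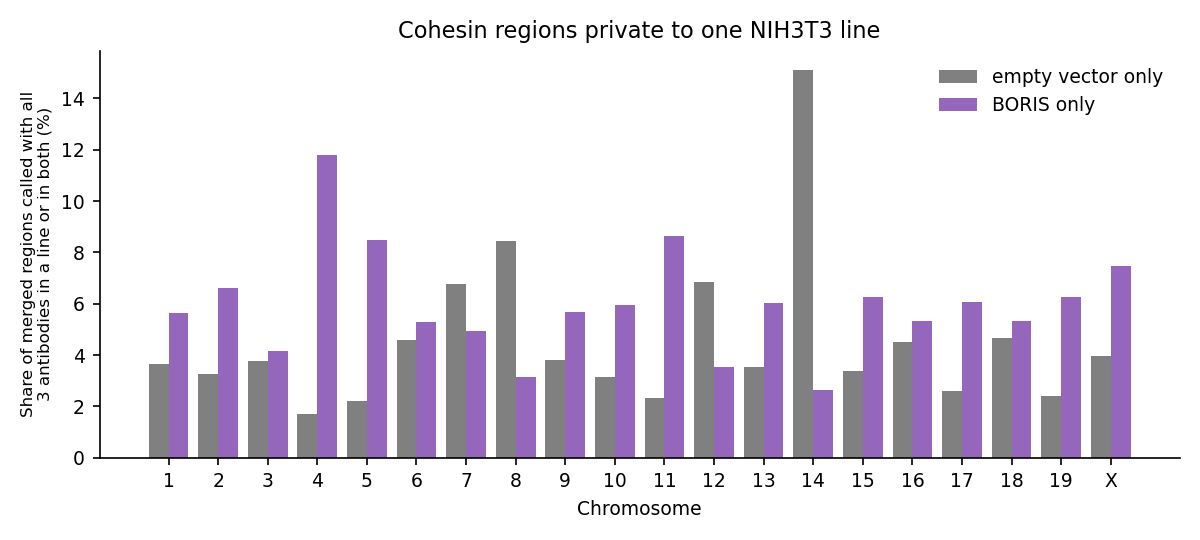
Percent of merged cohesin regions that were private to the empty-vector line (grey) or to the BORIS line (purple), among regions called with all 3 antibodies in one line and none in the other or in all 6 lists, on each chromosome (horizontal axis). Empty-vector-only regions reach 15.1% on chromosome 14, and BORIS-only regions reach 11.8% on chromosome 4.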

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

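The tests of depth and of calls near the threshold in this part were chosen after the result was seen. The settings without SMC3 and with 82235 regions in every list were chosen before. The number of cohesin regions moved in opposite directions between the 2 lines depending on the antibody. From empty-vector to BORIS cells the change was −4213 regions for SMC1, −2198 regions for RAD21 and 7027 regions for SMC3. SMC1, RAD21 and SMC3 are parts of one complex. A change in cohesin itself would move all of them one way only if each antibody enriched alike in both lines. The difference between antibodies was not tested, since each change rests on 1 library per line.

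A deeper SMC3 library from BORIS cells was not seen, because its genome-wide background rate per bp was 0.938 times that of the empty-vector library, the lowest of the 3 ratios. Calls near the threshold were not the whole cause either. Among regions with a −log10 q of at least 10, SMC3 still rose, by 1313 regions, whereas the change was −5751 for SMC1 and −4993 for RAD21. Differences in enrichment between single immunoprecipitations stay open, and so does a biological difference of BORIS cells. If enrichment were alike in both lines, such a biological difference would have to act on SMC3 apart from the other subunits. Neither explanation was tested. Whether the excess of BORIS-only regions has the same source stays open. The ratio of 1.50 falls to 1.06 without the SMC3 lists, but it is 1.51 with 82235 regions in every list, a setting that removes the rise in SMC3 regions.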

How the results depend on the processing

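The main tally covered the counts of private and shared regions, their ratios and the agreement between cohesin antibodies. In it, 29 values under the alternatives stayed, 24 moved and 1 reversed. A value stayed if it lay within the counting interval, within 1.5 times for a count, or within the range over pairs for the agreement. Outside it, of the shares called in the other line and the agreement between lines, 3 values stayed and 8 moved. The share of wild-type Snf2h regions called in the mutant went from 61.2% to 79.8% with a −log10 q of at least 10. With equal numbers it was 53.2%. All alternatives had been chosen in advance. A result kept here means a similar number, not the same regions.

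A −log10 q of at least 10 gave 590 wild-type-only and 2880 mutant-only Snf2h regions (ratio 4.88), and for cohesin 1591 BORIS-only and 1847 empty-vector-only regions with 30492 shared. The BORIS to empty-vector ratio reversed from 1.50 to 0.861, and the cause was not tested. With equal numbers there were 8243 mutant-only Snf2h regions and the ratio was 1.02, which lists of equal length give by construction and which says nothing about the cause of the excess. Strong private regions set against the other list as deposited numbered 153 and 864 (ratio 5.65). The Snf2h ratio was 2.13 with no region of the other line within 1 kb and 1.92 with an overlap of 50% of the shorter region. Apart from equal numbers, it stayed above 1 beyond its interval in each of these settings. In them the mutant list was the longer one, with 5206 against 2927 regions at a −log10 q of at least 10. Regions with a partner were nearly equal in number in the 2 lists under the main rule, 10587 and 10469. A ratio above 1 then largely follows from list length and is no separate evidence. This holds less strictly for strong private regions set against the other list as deposited.

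With at least 2 antibodies there were 10564 BORIS-only and 7730 empty-vector-only regions (ratio 1.37), as the weaker rule admits more. Leaving out each antibody in turn gave 6018 to 9460 BORIS-only regions, 5083 to 6689 empty-vector-only regions and ratios of 1.06 (without SMC3) to 1.41 (without RAD21). The cause of the drop without SMC3 was not tested here. Equal numbers, the 1 kb distance, summit clusters and autosomes only left the cohesin ratio between 1.50 and 1.51. The count of regions in both lines has no value under the 1 kb distance, and strong private regions give counts but no share of shared regions.

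Alternatives that had been chosen for promoters, CTCF motifs and the side of the motif were not run, because no genome of the build of the lists was used here. Only 33.3% of the weakest 10% of wild-type Snf2h regions were called in the mutant, so absence from a list there does not show absence of binding. Whether depth sets this share was not tested. For Snf2h no paired analysis was possible, because each CH12 line had 1 list. The cohesin lists formed 3 pairs with the same antibody. These pairs were described one by one, and no paired test was run on them.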

Other observations

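The tests of background rates, of region density, of mutant depth, of equal numbers and of strong regions at cohesin sites, and of other splits of the lists were chosen after the results were seen, and the remaining tests in this part were chosen before. All were run on the data in which the patterns were found.

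The chromosomal pattern of private cohesin regions may come from a difference in copy number between the NIH3T3 lines. Regions shared by all 6 lists, a set apart from the private ones, shifted in rank along with the balance of private regions, and the lowest rho of the 3 antibodies was 0.675. Chromosomes held 49.8% of the variance of that balance, against a median of 8.78% and a maximum of 22.3% over 10000 permutations of the bins. Within chromosomes the relation was weaker, with rho of 0.423 to 0.474. Chromosomes 6, 9, 18 and X had more BORIS-only regions although shared regions ranked lower in BORIS cells with each antibody, and X went against the relation most clearly, with a ratio of 1.88 against 1.50 over all chromosomes. Region density, a stand-in for gene and GC content, had a rho of 0.318 with the balance. After a trend on density was removed, chromosomes still held 43.7% of the variance, so density was not the whole cause. A biological effect of BORIS that differs by chromosome was not tested and stays open, and copy number itself was not measured. The BORIS line is a clone, for which the labels give no karyotype.

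Copy number does not account for the excess of BORIS-only regions as a whole. In the 70 bins with the smallest rank shift there were 1069 BORIS-only and 677 empty-vector-only regions, a ratio of 1.58 (1.43 to 1.74). The rank shift is relative to all shared regions, so a change common to the whole genome would not be seen. That excess reversed to 0.861 with a −log10 q of at least 10, which leaves sensitivity of the lists as an open explanation. Among the 4 ways to split the 6 lists with 1 list of each antibody on either side, no other split gave as many private regions as the split by line. The split by line gave 6054 and the others 423, 445 and 399, but 4 splits cannot give a share under 0.05.

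The 6 cohesin lists appear to have been called against one control library, which is a hypothesis since no label used here names the control. If so, background rates at one summit should differ between lists by 1 of 2 ratios, fixed by the depths and fragment lengths of the lists. Within 1% of these ratios lay 73.8 to 80.2% of common summits for the 9 pairs of lists between lines, and 81.6 to 82.2% for the 6 pairs within a line. Rates paired at random within chromosomes gave at most 7.06%. A single control could not remove copy number differences between the lines. For the 2 Snf2h lists the share was 3.82%, against 2.58% at random, which argues against one control for both.

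Fewer X copies in the mutant CH12 cells, or in part of them, may explain the low number of Snf2h regions on X. Shared regions on X shifted by −18.5 percentile points, outside the autosomal range of −2.52 to 2.61. Background rates at 225 common summits on X were also lower in the mutant, with a median log2 ratio of −0.22 relative to all chromosomes, whereas the autosomes ranged from −0.09 to 0.12. The same background rates followed the ratio of mutant-only to wild-type-only regions over the 19 autosomes, with a Spearman rho of 0.707, and of 0.667 without the 2 autosomes farthest from the median. Over 185 bins of 10 Mb the balance of private Snf2h regions had a rho of only 0.230 with the rank shift of shared regions, so at that scale copy number and other causes cannot be told apart, given the few regions per bin. A change of Snf2h binding on X that follows from the CTCF deletion was not tested.

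The longer mutant Snf2h list did not come from a deeper library, since its background rate per bp was 0.670 times that of wild type. Higher sensitivity of the mutant list alone cannot be told apart from other causes. Of the strongest 10% of wild-type regions 98.1% were called in the mutant, but 95.8% of the strongest 10% of mutant regions were called in wild type too, so this measure is saturated in both directions. Below it, 12.3% of the next 10% of wild-type regions and 38.8% of all wild-type regions were missing from the mutant list, as were 153 with a −log10 q of at least 10. Without replicates, the number missing by chance is not known. Regions called in both lists had a median fold of 3.79 in wild type and 4.47 in the mutant. A higher fold at shared regions goes with better enrichment in the mutant immunoprecipitation. With 1 list per line it does not test that explanation, and wider binding in the mutant was not tested either.

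Wild-type-only Snf2h regions met cohesin regions of NIH3T3 cells called in all 6 lists more often than mutant-only regions did. The shares were 29.4% (28.3 to 30.5) and 23.7% (23.0 to 24.4), a difference of 5.68 percentage points, and 2.99% and 3.79% after a move of 20 kb. The order held in 3 rank classes of each list, with 25.1% against 16.3% in the strongest, 30.8% against 24.1% in the middle and 29.4% against 25.8% in the weakest. The longer mutant list was not the cause, since with equal numbers of regions the difference was 6.97 percentage points (29.1% against 22.1%). Wild-type-only regions were narrower (median 207 against 245 bp), which works against the difference. Among regions with a −log10 q of at least 10 the shares were 26.1% (19.4 to 33.9) of 153 and 13.4% (11.2 to 15.9) of 864. The shares in regions called in both lists were 22.2% in wild type and 23.1% in the mutant. By rank class, from the strongest to the weakest, they were 18.3%, 24.8% and 26.8% in wild type, each below the wild-type-only share. In the mutant they were 19.6%, 27.1% and 28.1%, each above the mutant-only share. In number, mutant-only regions at cohesin sites exceeded wild-type-only ones, with 3175 against 1973, and with 116 against 40 among the strong regions, but with equal numbers of regions the order reversed, with 1821 against 2353. Whether calls at these sites fell or rose in sum therefore depends on the length of the lists. Loss of Snf2h calls at some of the sites that carry cohesin may explain the difference in shares, as a hypothesis. CTCF itself was not measured in these lists, cohesin was measured in another cell type, and a gain of mutant regions at places without cohesin would give the same difference.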
